# Riccardin D Exerts Its Antitumor Activity by Inducing DNA Damage in PC-3 Prostate Cancer Cells *In Vitro* and *In Vivo*

**DOI:** 10.1371/journal.pone.0074387

**Published:** 2013-09-17

**Authors:** Zhongyi Hu, Feng Kong, Manfei Si, Keli Tian, Lin Xi Yu, Charles Y. F. Young, Huiqing Yuan, Hongxiang Lou

## Abstract

We recently reported that Riccardin D (RD) was able to induce apoptosis by targeting Topo II. Here, we found that RD induced cell cycle arrest in G2/M phase in PC-3 cells, and caused remarkable DNA damage as evidenced by induction of γH2AX foci, micronuclei, and DNA fragmentation in Comet assay. Time kinetic and dose-dependent studies showed that ATM/Chk2 and ATR/Chk1 signaling pathways were sequentially activated in response to RD. Blockage of ATM/ATR signaling led to the attenuation of RD-induced γH2AX, and to the partial recovery of cell proliferation. Furthermore, RD exposure resulted in the inactivation of BRCA1, suppression of HR and NHEJ repair activity, and downregulation of the expressions and DNA-end binding activities of Ku70/86. Consistent with the observations, microarray data displayed that RD triggered the changes in genes responsible for cell proliferation, cell cycle, DNA damage and repair, and apoptosis. Administration of RD to xenograft mice reduced tumor growth, and coordinately caused alterations in the expression of genes involved in DNA damage and repair, along with cell apoptosis. Thus, this finding identified a novel mechanism by which RD affects DNA repair and acts as a DNA damage agent in prostate cancer.

## Introduction

Prostate cancer (PCa) is one of the most common malignant tumors in men and hormonal withdrawal therapy remains effective for advanced PCa. However, the development of hormone-refractory prostate cancer (HRPC) occurs inevitably after hormonal deprivation therapy [1,2]. There are limited options for the successful management of HRPC. Recently, docetaxel, a plant alkaloid derivative, has been emerging as an active agent to improve quality of life and survival conditions in patients with metastatic HRPC [3,4]. The success of docetaxel has led to many efforts being made to isolate various naturally occurring chemicals and to investigate mechanisms of action of bioactive compounds for the development of chemopreventive and/or therapeutic agents to treat cancers including HRPC [5].

One of the most efficient chemical reagents used in cancer chemotherapy are DNA damage inducers, which can cause a variety of DNA lesions via multiple mechanisms. For example, camptothecin and etoposide can trigger single-strand breaks (SSBs) or double-strand DNA breaks (DSBs) by trapping topoisomerase-DNA covalent complexes, subsequently leading to the cell death [6,7]. Thus, DNA topo I and II, especially topo II, are believed to be well-established targets in cancer therapy.

Depending on the type of DNA lesions, specific cell cycle checkpoints and cellular cascades are activated by DNA-damaging agents. As widely accepted, ataxia telangiectasia mutated (ATM) and ataxia telangiectasia and Rad3 related (ATR) signaling pathways play important roles in response to DNA damage. ATM responds mainly to DSBs, and initiates phosphorylation of downstream targets such as Chk2, BRCA1, and NBS1 proteins at the site of DNA damage [8]. These factors act together to induce G1, S, and G2 cell cycle arrests, DNA repair, and/or activation of cell death pathways [9]. While ATR is activated in response to replication stress, it triggers the activation of Chk1, which in turn leads to the phosphorylation of Cdc25 and prevents the activation of CDK1/Cyclin B and mitotic entry [10]. Upon DSBs, the process of DSBs end joining involves numerous proteins and enzymes through nonhomologous end joining (NHEJ) and homologous recombination (HR) repair mechanisms [11,12]. For example, the Ku70/86 heterodimer is critical in NHEJ, since it binds to the broken DNA ends and recruits repair-related proteins including DNA-dependent protein kinase, XRCC4, and DNA Ligase IV [13]. It has been demonstrated that DNA damage is implicated to elicit both ATM and ATR signaling [14]. Activation of these two pathways with possible defects in the cell cycle checkpoints and DNA repair response may be relevant in determining the potency and efficacy of DNA damage inducers.

We have recently reported that Riccardin D (RD), a macrocyclic bisbibenzyl compound from the Chinese liverwort plant *Dumortierahirsute* [15], was able to induce apoptosis of human leukemia cells by targeting topo II [16]. In this study, we found that RD treatment led to the induction of DNA damage and the inhibition of response products involved in DNA repair.

## Materials and Methods

### Cell culture and treatments

Human LNCaP, PC-3 and DU145 cells (The American Type Culture Collection (ATCC)) were cultured in RPMI 1640 medium (HyClone) supplemented with 10% fetal bovine serum (HyClone). The cells were cultured in 5% CO_2_ at 37°C until reaching approximately 50–70% confluence then treated with chemicals. RD was isolated and purified in our laboratories as described previously [15]. RD and Etoposide (VP-16) were prepared in dimethyl sulfoxide (DMSO) and stored as small aliquots at −20 °C.

### Immunoblotting

After treatment as indicated, cell lysates were prepared using RIPA buffer. Proteins (80 µg) were separated by SDS–PAGE and electrophoretically transferred onto polyvinylidene fluoride membranes (Millipore). The membranes were probed overnight at 4°C with the appropriate primary antibodies: glyceraldehyde-3-phosphate dehydrogenase (GAPDH), Cyclin E, poly (ADP-ribose) polymerase (PARP), Bcl-2, Bax and nucleolin (Santa Cruz), Ku70 and Ku86 (Active Modif), Cdc25B (BD Biosciences), Cyclin A (Anbo Biotechnology), Cyclin B1 (Novus Biologicals), Cdc25C, Ser^1981^-phosphorylated-ATM, Tyr^15^-phosphorylated-Cdc2, Ser^428^-phosphorylated-ATR, Ser^296^-phosphorylated-Chk1, Thr^68^-phosphorylated-Chk2, Ser^1524^-phosphorylated-BRCA1, Ser^139^-phosphorylated histone H2AX (γH2AX), PP2AA, PP2AB, and PP2AC (Cell Signaling), PPP4C (Bethyl, Montgomery, TX, USA), IgG-TRITC (Abcam) followed by blocking with 5% fat-free dry milk. Upon removal of primary antibodies, the membranes were washed with TBST and incubated with IgG-horseradish peroxidase (HRP)-conjugated secondary antibodies, then visualized by enhanced chemiluminescence detection system (Millipore).

### Cell growth and cell viability assay

Cells were seeded at 4000 cells/well in microplates (Roche), and exposed to RD or vehicle. Cell growth curves were obtained by the Real-Time Cell Analyzer SP Instrument (Roche). Cell Index (CI) values were normalized with respect to the CI value of the time point at which the chemical added. For cell viability analysis, PC-3 cells were pretreated with 10 mmol/L caffeine for 1 h, and exposed to RD or vehicle for 24h. Cell proliferation was then examined by 3-(4, 5- dimethylthiazol-2-yl)-2, 5-diphenyl-2H-tetrazolium bromide (MTT, Sigma) colorimetric assay.

### Cell cycle and apoptosis assay

After treatment with RD for 24h, cells were ﬁxed and treated with propidium iodide (PI) (Sigma) for 30-min in the dark. Cell cycle was analyzed by a FACS (Becton Dickinson, USA). Apoptosis was studied using an Annexin V-FITC ⁄ PI Apoptosis Detection Kit (BD Biosciences) by flow cytometry.

### Micronucleus assay

Cells were seeded in 6-well plates and treated with RD, DMSO or VP-16 (10 µmol/L) for 24h. After fixing and permeabilizing, cells were stained with DAPI (Sigma). Micronuclei in cells were scored under a phase-ﬂuorescence microscope (Nikon). At least 1000 cells per sample were scored for analysis.

### Neutral comet assay

Cells were treated with chemicals as indicated above. DNA DSBs were detected using the Trevigen Comet, Assay Single Cell Gel Electrophoresis Assay (Trevigen). Comet tails were imaged by a phase-fluorescence microscope (Nikon) and quantitated by Casp software. A minimum of 100 cells were scored per treatment.

### Immunoﬂuorescence staining of γH2AX and p-BRCA1

Cells grown on coverslips were fixed with ice-cold methanol/acetone (1:1) and incubated with 3% BSA in PBS with 0.1% Triton X-100. Following incubation with primary antibodies and rinsing with PBS, cells were immunostained with secondary antibodies and counterstained with DAPI. Fluorescence images were captured using a confocal microscopy (CarlZeiss).

### Microarray and real-time PCR analysis

Total RNA was extracted from cells that were exposed to chemicals using an RNAiso plus kit (Takara Bio). Microarray analysis was performed at Genetimes Technology, Inc. (China) on the Affymetrix HG-U133 plus 2 chip, and the original data was submitted to the GEO (Series GSE37812). For quantitative PCR (qPCR) assays, cDNA was synthesized using ReverTra Ace qPCR RT Kit (Toyobo). qPCR was performed with SYBR Green reaction master mix on a Real-time PCR System (Eppendorf International). Transcriptional levels of desired genes were normalized to the level of GAPDH. Changes in the gene expression were calculated using the ΔΔC_t_ method. The sequences of primers were shown in Table 1.

**Table 1:** Q-PCR forward and reverse primers.

	Forward primer (5'->3')	Reverse primer (5'->3')
Cdc25B	GGCTGAGGAACCTAAAGCCC	TCGATCTCATCGTGACACAGT
Cdc25C	AGGAACCCCAAAATGTTGCCT	GCAGAAGTGGTAAGCTGAGTG
cyclin E	TCCAAGAGTTTGCTTACGTCAC	GCCAGGAGATGATTGTTACAGG
cyclin A	GATGGTAGTTTTGAGTCACCACA	CACGAGGATAGCTCTCATACTGT
cyclin B1	ATAAGGCGAAGATCAACATGGC	TTTGTTACCAATGTCCCCAAGAG
cdc2	ACACAAAACTACAGGTCAAGTGG	GGAATCCTGCATAAGCACATCC
RPA1	CTCGGGAATGGGTTCTACTGT	CACTTGGACTGGTAAGGAGTGA
RPA2	TGGTAGCCTTTAAGATCATGCCC	CTGGATTGCTGATAGGTGCTC
RPA3	TGATGGAACCCCTTGATGAAGA	CATGTTGCACAATCCCTAAAGGA
XRCC5	GACGTGGGCTTTACCATGAGT	TCAGTGCCATCTGTACCAAAC
XRCC6	AGTCATATTACAAAACCGAGGGC	CCTTGGAGGCATCAACCAAAAA
MSH6	AGCTTAAAGGATCACGCCATC	AAGCACACAATAGGCTTTGCC
GAPDH	TGGTCACCAGGGCTGCTT	AGCTTCCCGTTCTCAGCCTT

### Co-immunoprecipitation

Aliquots of proteins (1.2 mg) from control and RD-treated cells were precleared with protein A/G Plus-Agarose (Santa Cruz) in the presence of non-specific IgG (Santa Cruz), then incubated with primary antibodies and 20 µl agarose beads with continuous mixing overnight at 4°C. The beads were washed and heated at 75°C for 5 min in loading buffer prior to immunoblotting assays.

### Analysis of DNA end-binding activity of Ku70/Ku86

Nuclear extracts from control or RD-treated cells were prepared, and subjected to the detection of DNA end-binding activity of Ku70 and Ku86 using a Ku70/Ku86 DNA Repair kit according to the manufacturer’s instructions (Active Motif).

### DNA end-joining assay

To determine the effects of RD on DSBs repair, we developed a cell-free DNA end-joining assay as described by Shao C, et al. [17]. The plasmid pUC19 was digested with HincII, resulting in a blunt-ended linear molecule. The linearized DNA was incubated with nuclear extract (2µg) in 50 mmol/L Tris-HCl (pH 7.6), 10 mmol/L MgCl_2_, 1mmol/L dithiothreitol, 1 mmol/L ATP, and 25% (w/v) polyethylene glycol 8000 at 14 °C for 6h or 24h. Nuclear extract of Raji cells purchased from Active Motif served as a positive control. The NHEJ was determined by PCR amplification of the junction of rejoined ends with M13 primers. PCR products of ampicillin were performed as an internal control. All experiments were repeated three times.

### NHEJ and HR repair assay

The ability of DNA repair in cells treated with RD was evaluated with HR and NHEJ reporters that are kindly provided by Dr. Gorbunova (Department of Biology, University of Rochester) [25,26]. The reporter cassette for detecting NHEJ or HR was digested with I-SceI to induce DSBs. The linearized reporter cassette of NHEJ or HR and DsRed were co-transfected into PC-3 cells after being treated with RD or vehicle for 24h. Cells were analyzed on the FACScalibur machine (Becton Dickinson, USA) using a green-versus-red fluorescent plot. Data were analyzed with the Cell Quest software (BD Biosciences).

### Assessment of anti-tumor effect of RD *in vivo*

To evaluate the *in vivo* effect of RD on PCa, 6-week-old male BALB/c-nu mice (Vital River Laboratories, Beijing, China) were used. Mice were allowed to acclimate for 1 week after arrival. Tumor xenografts were established by injecting 5×10^6^ PC-3 cells into the right flanks of mice. When tumors were detectable, the mice were randomized into treatment and control groups. Initial dosing was given at the time of pair matching (day 1). RD (30 mg/kg) or placebo (equivalent amounts of solvent) was given every second day by i.p. injection. Mice were monitored daily following treatments, and tumors were measured every second day by determining two perpendicular dimensions [length (L) and width (W)] using vernier calipers and calculated using the formula V=L×W^2^/2. After 20 days treatment, all mice were euthanized by air-ether anesthesia and their tumors resected for tumor mass measurement. Tumor tissues were fixed in 4% paraformaldehyde and used for TUNEL analysis (Calbiochem), immunoblotting, and immunofluorescence. All animal experiments were approved by the Ethics Committee of Shandong University School of Medicine (Permit Number: 2010038) and conducted accordingly.

### Statistical analysis

The data are presented as the mean ± S.D. of at least three independent experiments. The statistical significance of mean difference between the control and treated groups was determined by a paired t-test where *P* < 0.05 was considered statistically significant.

## Results

### RD induces cell cycle arrest and apoptosis in PC-3 cells

Since RD has been found to induce apoptosis in leukemia cells and lung cancer cells [16,18], we initiated our study to determine whether RD also exerted cytotoxic effect on PCa cells by continuously monitoring cell proliferation. As shown in Figure 1A, exposure of PC-3 cells to RD caused markedly suppression of cell proliferation in a dose- and time-dependent manner.

**Figure 1:**
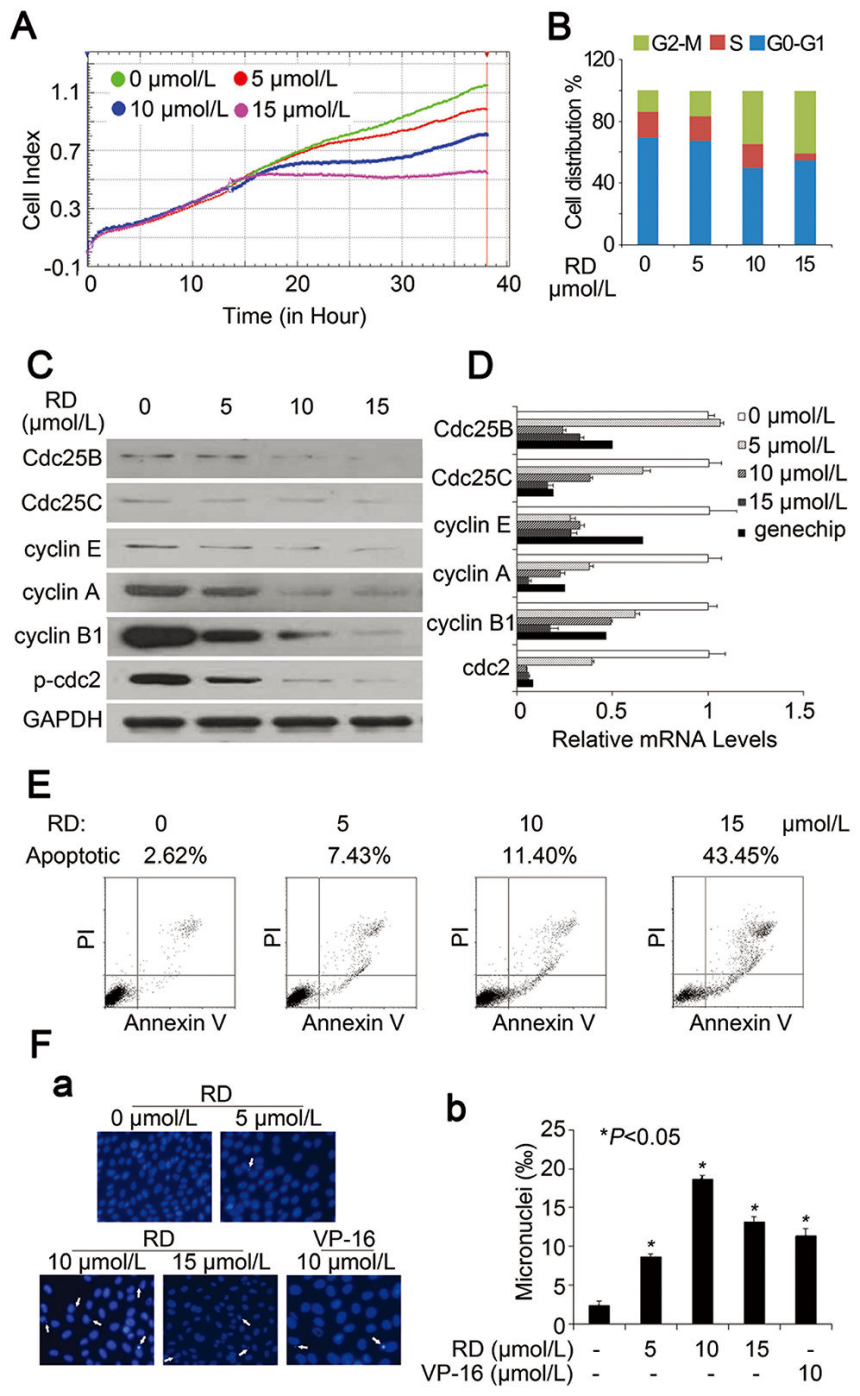
Effects of RD on cell proliferation, cell cycle, and apoptosis in PC-3 cells. *A*, Cell proliferation in response to RD was monitored by the cell index (CI) values using xCELLigence System. *B*, After exposure of PC-3 cells to RD for 24 h, cell cycle was analyzed by ﬂow cytometry. *C*, Immunoblot analysis of cell cycle regulators in cells treated with RD. *D*, mRNA levels of G2/M phase-related cycle regulators in RD-treated cells were determined by real-time PCR. Expression changes of those genes following RD treatment (10µmol/L) were also included. *E*, Percentage of apoptotic cells was analyzed by ﬂow cytometry. *F*, *a*, analysis of micronuclei formations in PC-3 cells treated with RD. *b*, the frequency of PC-3 cells containing micronuclei treated with RD or VP-16 for 24h. bars, SD. *, P < 0.05, significant difference from untreated group.

After 24h treatment with RD, cell cycle was significantly arrested in G2/M phase with increasing concentrations. Accordingly, RD treatment resulted in dose-dependent decreases in the expression of cyclin E, A, and B, which are the molecular markers correlated with G2/M phase. The family of Cdc25 phosphatases and the downstream target Cdc2 play an important role in S and G2-M progression. We also observed decreases in the expressions of Cdc25B, Cdc25C, and phosphor-Cdc2^Tyr15^ (inactive form) in a dose-dependent manner in treated cells (Figure 1C). qPCR assays showed that the expression of the Cdc2 at the transcript level was markedly decreased in RD-treated cells (Figure 1D), suggesting that RD suppressed the expression of Cdc2 at the mRNA level, which in turn led to a reduced phosphor-Cdc2. Meanwhile, changes in the mRNA expression of cyclin E, A, B, Cdc25B, and Cdc25C by RD (Figure 1D) were similar to the observations in Figure 1C, indicating that the pattern of cellular responses was consistent with the RD-induced perturbation of cell cycle in PC-3 cells. In addition to interference with cell cycle progression, RD was able to noticeably induce apoptosis in a dose-dependent manner (Figure 1E).

Microarray analysis revealed that genes related to damaged-DNA binding, DNA repair, cell cycle, and apoptosis were significantly changed in RD-treated cells when compared to the control as summarized in Table S1. Of those genes, we observed that cyclin E, A, B, Cdc2, Cdc25B, and Cdc25C were down-regulated dramatically in the RD-treated cells, consistent with results in Figure 1D.

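PC-3 is a cell line derived from a human prostate cancer that grows without androgen, and RD is a macrocyclic bisbibenzyl from a liverwort. Total RNA from PC-3 cells exposed to 10 µmol/L RD for 24 h and from PC-3 cells given the DMSO vehicle was hybridised to Affymetrix HG-U133 Plus 2.0 arrays, with 1 array per condition. Such an array reads each transcript with 1 or more probe sets, which are groups of short oligonucleotides. The dose is taken from Table S1 and the legend of Figure 1D, since the sample labels give no dose. The treatment protocol names the time and the DMSO vehicle, but the source name of the control reads untreated PC-3 cells. That the control received the vehicle therefore rests on the protocol. The deposited values are MAS5 signals, which are intensities on a linear scale after background and mismatch correction, and each array had been scaled by 1 factor. The mean signal without the highest and lowest 2% of probe sets was 495.8 on the control array and 495.9 on the RD array, and the medians over 54613 probe sets were 65.9 and 67.8. No further normalization was applied. Of these probe sets, 41091 were paired with 1 gene and represented 19775 genes, 1801 were paired with several genes and were not used, and 11721 were not named here. Where a gene had several probe sets, the brightest stood for it.
A gene was counted as higher or lower in RD-treated cells when its signals differed at least 2-fold and the higher of both signals reached 66.9, the median of all signals on both arrays, which is called the floor here. Where the lower signal lay under the floor, the difference is given as a lower bound against the floor, in the form of at least N-fold. Such a gene is counted by its deposited signals, and where its bound stays under 2-fold the text says so. With 1 array per condition there is no spread between cultures, so no p-value can be given and the number of arrays limits the precision. The error that could be measured is the scatter of log2 differences between probe sets of the same gene. Its SD was 0.76 over 18518 probe sets with a signal at or above the floor and 0.34 over 8576 probe sets with a signal at or above 377.4, the 75th percentile of all signals. A list of genes is described by its counts of higher and lower members, by the median of its log2 differences (RD minus control), and by the place of that median among 10000 random lists of the same size and brightness. This place describes these 2 arrays and is not a test of the treatment.

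**Figure D1:**
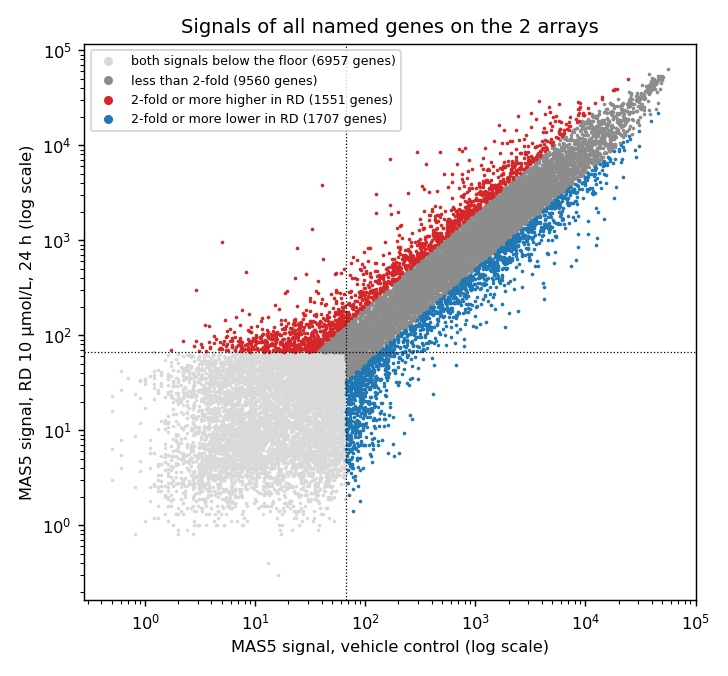
MAS5 signal of each of the 19775 named genes on the vehicle control array (horizontal, log scale) and on the RD array (vertical, log scale). Dotted lines mark the floor of 66.9, red points are the 1551 genes counted as higher in RD, blue points are the 1707 genes counted as lower, and the cloud is widest for genes with 1 signal under the floor.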

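Most genes of homologous recombination had a lower signal in RD-treated cells. Of 19 such genes at or above the floor, 13 had a lower and 6 a higher signal, 7 were counted as lower (6 at their bound) and none as higher, with a median log2 difference of -0.59 that 65 of 10000 random lists reached. Among them, the signal of RAD54L, a DNA translocase that acts with the strand exchange proteins, was 367.1 in control cells and 72.6 in RD-treated cells (5.06-fold lower). XRCC3 was at least 1.73-fold lower, since its RD signal of 7.4 lay under the floor. At the other end, the nuclease gene MUS81 was 1.89-fold higher and RAD50 was 1.77-fold higher, both short of 2-fold. Genes of the Fanconi anaemia pathway, which handles DNA crosslinks, had a median log2 difference of -0.69 over 10 members, reached by 60 random lists. FANCI (4.51-fold lower), UBE2T (3.34-fold lower) and FANCB (2.49-fold lower) were the 3 members past 2-fold. The random lists were matched on size and brightness, not on links to the cell cycle. Genes of the G1/S transition and DNA replication had a median log2 difference of -1.61. Whether the homologous recombination and Fanconi anaemia lists were lower apart from that fall was not tested.
The other repair lists were mixed. Of 9 genes of non-homologous end joining, LIG4 was 2.11-fold higher, POLM was lower by at least 1.09-fold from a control signal of 73, and the median log2 difference was -0.53 (585 random lists as low). Of 17 base excision repair genes, 4 were lower, with NTHL1 at 4.14-fold and NEIL3 at 3.94-fold, and TDG was 2.07-fold higher. The median of this list was -0.35 (468 random lists as low). Of 17 nucleotide excision repair genes, 4 were lower, led by DDB2 at 3.34-fold and ERCC2 at 2.72-fold. Their median of -0.012 lay amid the random lists and was 0.029 after quantile normalization. Of 5 mismatch repair genes, EXO1 was 4.76-fold lower while MLH3 and PMS1 were 2.63-fold and 2.18-fold higher. The checkpoint signalling list had 3 lower members of 15, namely CLSPN (at least 2.28-fold), WEE1 (0.399 of control) and TIMELESS (2.44-fold), and a median of -0.07. The genes that the paper also followed by qPCR were all lower on the array by their brightest probe sets. Among the subunits of replication protein A, which coats single-stranded DNA, RPA3 was at 0.285, RPA1 at 0.328 and RPA2 at 0.566 of the control signal. The Ku subunit gene XRCC5 (Ku86) was at 0.608 and MSH6 was at 0.706. XRCC6 (Ku70) was at 0.666 by its brightest probe set and at 1.34 by its other, dim one, with a median log2 difference over both of -0.08. The study chose these 6 genes itself, so they are not independent evidence of the direction.
Few genes of the apoptosis machinery passed 2-fold. Of 20 pro-apoptotic BCL2 family and death receptor genes, TNFRSF10B, which encodes a TRAIL receptor, was 2.66-fold higher, PMAIP1 (NOXA) was 2.00-fold higher, and BAD was 2.59-fold lower. Of 9 anti-apoptotic genes, BCL2A1 was at least 2.72-fold higher, XIAP was 2.29-fold higher and BIRC5 (survivin), which also acts in mitosis, was 3.22-fold lower. The medians were -0.16 and -0.05.
Table S1, which the study drew from these arrays, holds 7 of the homologous recombination genes, 5 of the end joining genes, 4 of the mismatch repair genes, 5 of the base excision repair genes and 7 of the nucleotide excision repair genes. Restricting the lists to probe sets whose name marks no shared sequence turned the median of the end joining list to 0.065 (7 genes) and that of the mismatch repair list, 0.49 otherwise, to -0.50 (3 genes), and put homologous recombination at -1.24, Fanconi anaemia at -0.38 and checkpoint signalling at -0.44. The median over all probe sets of each gene put the Fanconi anaemia list at -0.28 and the anti-apoptotic list at 0.36.

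**Figure D2:**
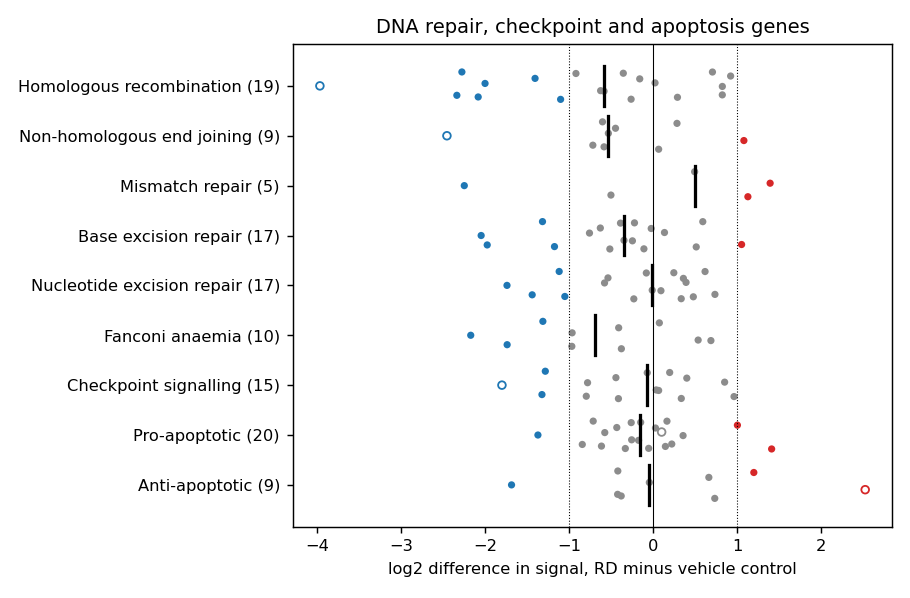
Difference in log2 signal (RD minus vehicle control, horizontal) of each gene at or above the floor, by list, with the number of genes in brackets. Vertical bars are list medians, dotted lines mark 2-fold, and open circles are genes with 1 signal under the floor, whose plotted difference is not a bound. The medians of homologous recombination (-0.59) and Fanconi anaemia genes (-0.69), by the brightest probe set of each gene, lie to the left of 0.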

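All 7 transcripts of these cell cycle regulators had lower signals in RD-treated cells, and 4 of them differed at least 2-fold. The largest difference was in CDK1, which encodes Cdc2, the kinase that drives entry into mitosis. Its signal was 8577.3 in control cells and 841.5 in RD-treated cells, which is 10.2-fold lower, and 2 further probe sets stood at 0.0820 and 0.0859 of control. Its dimmest probe set was at least 1.86-fold lower, since its RD signal of 11.8 was under the floor. CDC25C, the phosphatase that activates Cdc2, was 5.57-fold lower, from 2669.6 to 479. Cyclin A2 (CCNA2) was 3.56-fold lower, from 4637.2 to 1301, and cyclin E2 (CCNE2) was 2.43-fold lower, from 1253 to 514.9. The other members did not reach 2-fold. Cyclin B1 (CCNB1) was at 0.521 of control, CDC25B at 0.544 and cyclin E1 (CCNE1) at 0.719. The median log2 difference of the 7 genes was -1.28, and 2 of 10000 random lists were as low. The study chose these genes, so this list is not independent evidence of its direction.
The lower signals extended across lists of cell cycle genes that were fixed beforehand. Of 53 mitosis and G2/M genes, 40 were at least 2-fold lower, none was at least 2-fold higher, and the median log2 difference of -1.33 was below that of every one of the 10000 random lists. At the low end were TOP2A, which encodes topoisomerase II alpha and was 13.4-fold lower, from 8184.5 to 611.5, CDK1 itself, and KIFC1, a kinesin of the spindle, at least 9.89-fold lower with an RD signal under the floor. At the other end were CKS2 at 0.670 and CDCA2 at 0.997 of control. Of 51 genes of the G1/S transition and DNA replication, 41 were lower and 1 was higher, with a median of -1.61, again below every random list. GINS2, a subunit of the replicative helicase, was 11.5-fold lower and MCM10, a DNA replication factor, was 9.10-fold lower. The licensing factor CDC6 was 2.03-fold higher and ORC6 was at 1.40 of control. The spindle and microtubule list had 6 lower and 1 higher of 16 genes and a median of -0.79, which was -0.27 over the 10 genes with a probe set whose name marks no shared sequence. In contrast, none of 31 genes of cytosolic ribosomal proteins differed 2-fold, and their median was 0.08.
CDC25B and CDC25C were the members most exposed to the choice of probe set, because CDC25B had no probe set without a shared-sequence suffix and that of CDC25C was under the floor on both arrays. The paper states that these regulators were down-regulated dramatically and sets the array beside the real-time PCR of Figure 1D. It describes the pattern of the PCR and the immunoblots as compatible with a perturbation of the cell cycle by RD.

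**Figure D3:**
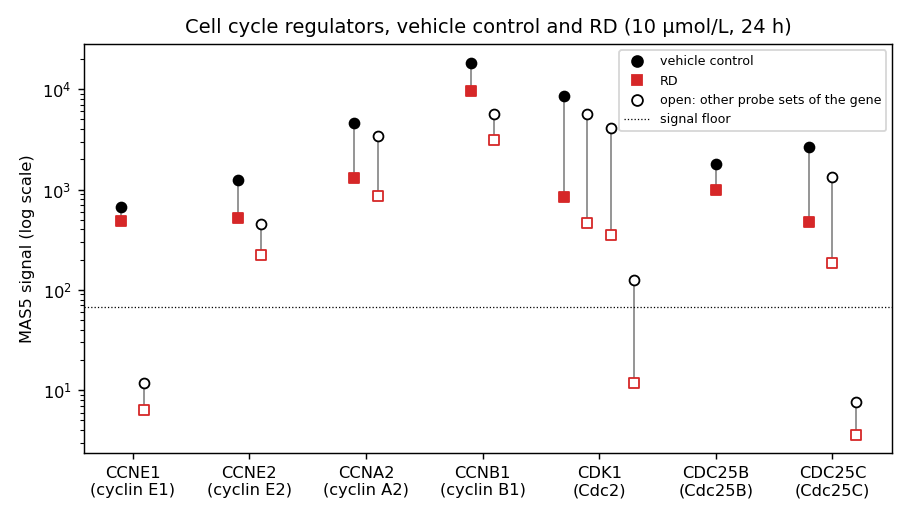
MAS5 signal (log scale) of each single-gene probe set of 7 cell cycle regulators on the vehicle control array (circles) and the RD array (squares), joined by a line. Filled symbols are the brightest probe set of the gene, open symbols are its other probe sets, and the dotted line is the floor of 66.9. Squares lie below circles for every probe set, by 10.2-fold for the brightest of CDK1.

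**Figure D4:**
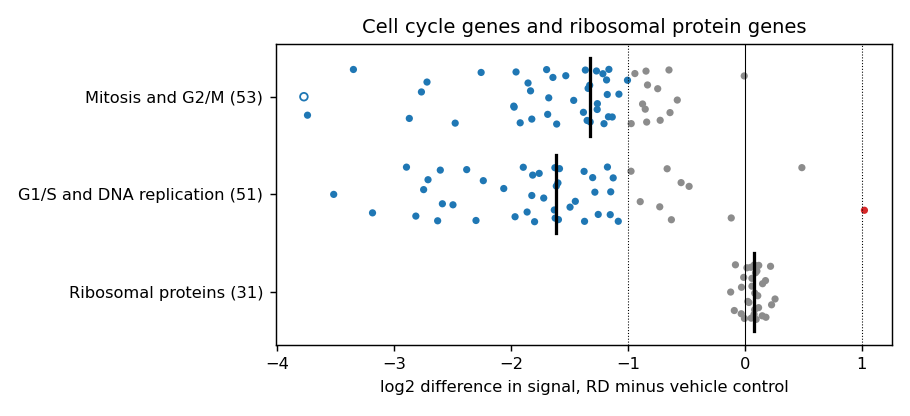
Difference in log2 signal (RD minus vehicle control) of each gene at or above the floor in the mitosis and G2/M, the G1/S and DNA replication, and the cytosolic ribosomal protein lists. Vertical bars are the medians (-1.33, -1.61 and 0.08), dotted lines mark 2-fold, and the open circle is KIFC1, whose RD signal was under the floor.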

### RD triggers DNA damage in PCa cells

We then determined whether exposure to RD at concentrations which were sufficient to induce cell cycle arrest and apoptosis resulted in DNA damage, because RD was able to inhibit Topo II in leukemia cells [16]. As expected, micronucleus formation was evident in cells treated with 5 µmol/L RD for 24h, and exhibited a dose-dependent increase (panel a in Figure 1F), similar to VP-16, a well-documented DNA-damage agent. The number of micronucleus in cells exposed to RD was summarized in panel b in Figure 1F. Therefore, these results suggested that RD induced DNA damage that was associated with the promotion of cell cycle arrest and apoptosis in PC-3 cells.

To confirm the ability of RD in triggering DNA damage in PCa cells, we examined the changes of DNA damage markers by western blotting. As shown in Figure 2A, RD caused significant increases in the phosphorylation of histone H2AX^Ser139^ (γH2AX), a well-known DNA damage response indicator, at 2h and sustained up to 24h after treatment in both androgen-dependent (LNCaP) and androgen-independent PCa (PC-3 and DU145) cells. In terms of DNA damage response proteins, the expressions of phosphor-BRCA1 by RD were pronounced at early time-points and dropped down in cells after prolonged treatments (Figure 2A), suggesting that RD induced DNA damage response in PCa cells.

**Figure 2:**
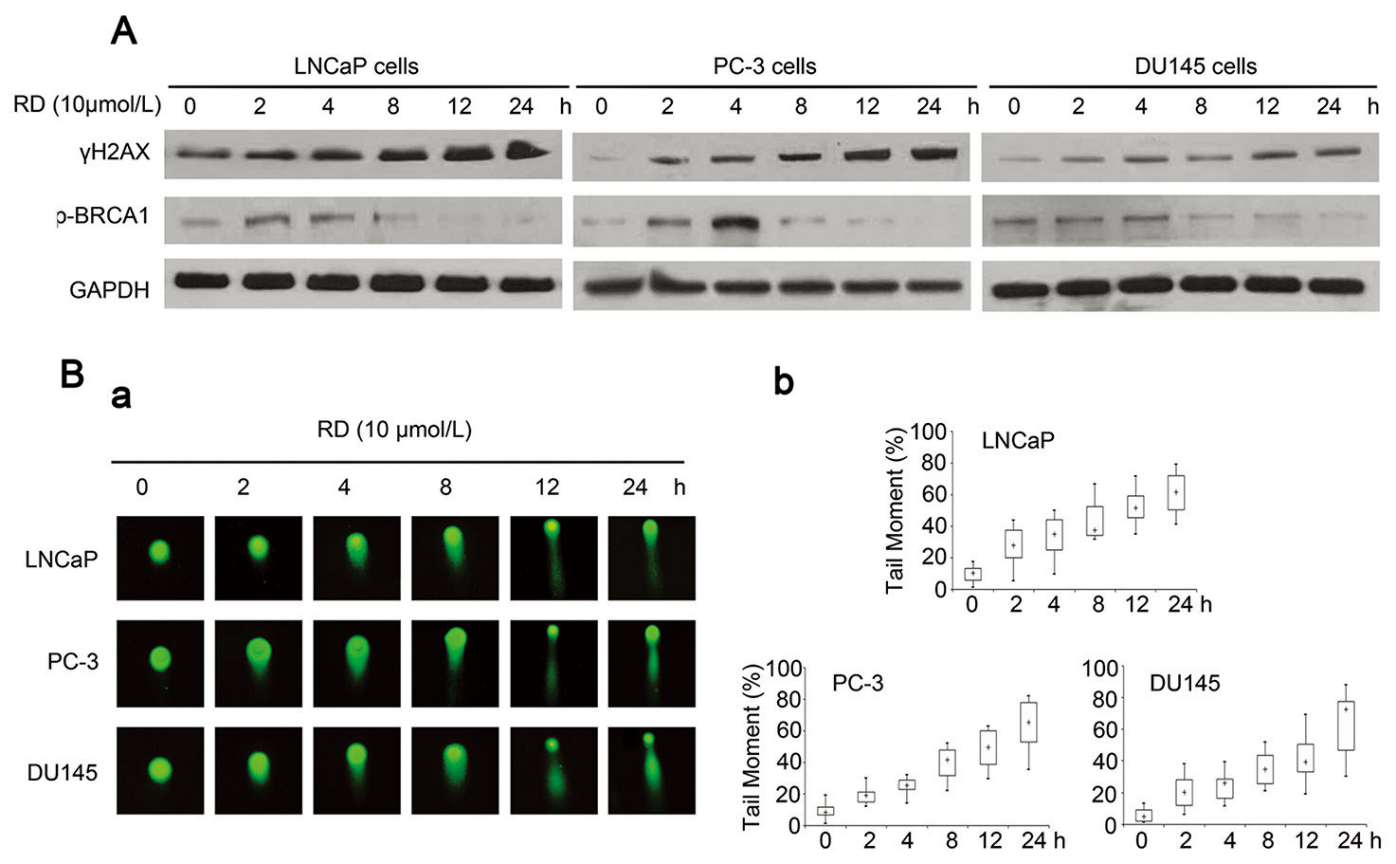
RD induced DSBs in PCa cells. *A*, Immunoblot analysis of expression levels of p-BRCA1, and γH2AX in LNCaP, PC-3, and DU145 cells exposed to RD, respectively. *B*, *a*, Neutral comet assay was performed to determine DNA fragment in RD-treated cells. *b*, Distribution of mean comet length (100 cells per sample) was calculated by box and whisker plot. Medians are indicated by cross; interquartile range (25-75%; IQRs) are indicated by open boxes. The whiskers are 1.5 times the IQR distribution.

Furthermore, neutral comet assay was performed to test whether RD can induce DSBs in PCa cells. Results in Figure 2B showed that DNA tail moments in response to RD were detectable in cells as early as 2h treatment, and became more pronounced with prolonged treatment. Thus, the data indicated that RD significantly caused DSBs in PCa cells.

### RD affects ATM/ATR-dependent Chk1/Chk2 pathways in PC-3 cells

To determine if ATM/ATR-Chk1/2 signaling pathways, which are well-identified as being activated following DNA damage, are involved in RD-induced DNA damage response, we first examined changes of factors known to be important for mediating ATM/ATR pathways. Kinetic studies displayed elevated phosphorylation of ATM and Chk2 (Thr^68^) was induced by RD as early as 30 min, but this phosphorylation level sharply declined afterwards. Whereas activation of ATR/Chk1 was observed at 2h treatment and persisted up to 24h as evidenced by accumulation of phosphor-ATR and phosphor-Chk1 (Ser^296^) in response to RD (Figure 3A). It should be noted that ATR/Chk1 was significantly activated by RD at the 2h treatment, where activation of ATM/Chk2 was impaired. Shifting activation of ATM to ATR suggested that other types of DNA lesions including replication interference and bulky lesions may also occur in addition to DSBs. Negative regulation of Cdc25 family members, downstream of Chk1/Chk2, is an important mechanism responsible for blocking mitotic entry after DNA damage [19]. As expected, downregulated Cdc25B/C and a pronounced induction of mitotic Cdc25C at 4h, which persisted following treatment, were observed in RD-treated cells when compared to the untreated cells (Figure 3A). An increase in the cleavage of PARP was also observed (Figure 3A).

**Figure 3:**
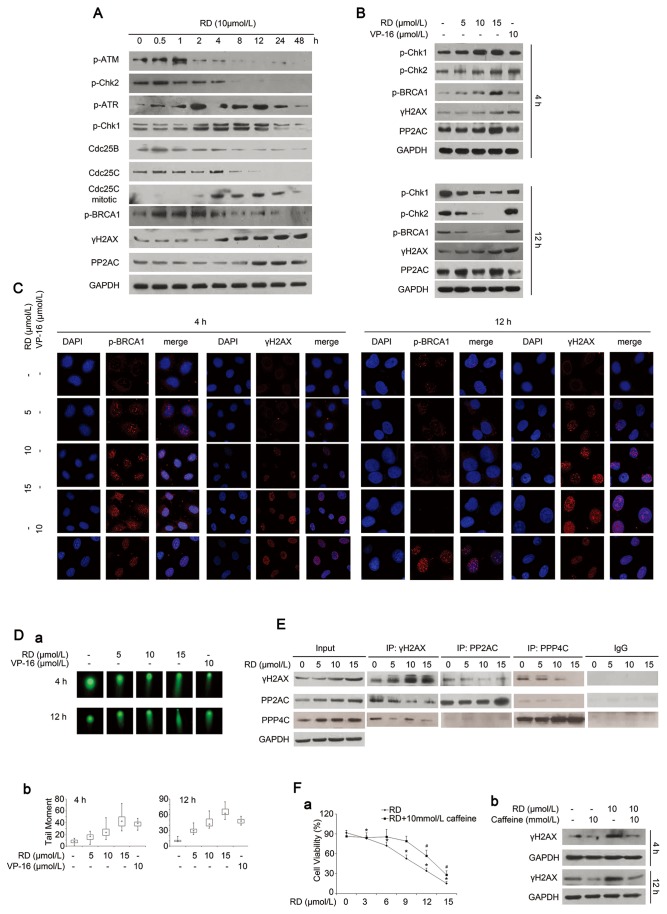
Effect of RD on DNA damage response signalings. *A*, Changes of DNA damage proteins in RD-treated cells were analyzed by western blotting. *B*, After treatment with chemicals for 4h or 12h, protein levels of DNA damage proteins were detected by western blotting. *C*, Immunoﬂuorescence staining of γH2AX foci and p-BRCA1 foci in PC-3 cells. *D*, *a*, Neutral comet assay of PC-3 cells treated with RD for 4h and 12h. *b*, Comet length was analyzed by box and whisker plot method (100 cells per sample). *E*, Associations of γH2AX, PP2AC, and PPP4C were determined by coimmunoprecipitation using anti-γH2AX, anti-PP2AC, anti-PPP4C, or normal IgG. *F*, PC-3 cells were pretreated with 10 mmol/L caffeine for 1h, and exposed to RD for 4h and 12h, *a*, cell viability measured by MTT assay; bars, SD. *, ^#^, P < 0.05, significant difference from control. *b*, changes of γH2AX were detected by western blotting.

DNA damage triggers a signaling cascade that leads to the formation of a repair complex at the breaks. We next assessed changes of protein BRCA1, a critical molecule in the initial recruitment of other repair proteins/enzymes at the breaks [20]. Activation of BRCA1 (phosphorylation at Ser^1524^) by RD was noted up to 4h and declined following treatment, which correlated well with the activation pattern of Chk2, suggesting Chk2 may actually phosphorylate BRCA1 in response to the damage (Figure 3A). Based on the observations above, we found that significant changes have occurred in the 4h and 12h treatments, both of which could be critical time points for RD-induced DNA damage response. Further studies (Figure 3B) displayed that, the pattern of the response involving γH2AX, phosphor-Chk1/2 and phosphor-BRCA1 at 4h and 12h was consistent with the observations in Figure 3A. These results were further supported by the observation in Figure 3C. As a control, Vp-16 was able to maintain elevated phosphor-Chk1/2, phosphor-BRCA1, and γH2AX levels after longer exposure when compared to those in RD treatments (Figure 3B and 3C), suggesting that different mechanisms contributed to the responses of RD and VP-16 treatments. In accordance with the alterations of DNA damage response proteins, pronounced comet tails were shown to present in cells exposed to RD (panels a and b in Figure 3D). Of note, elevated γH2AX that may be phosphorylated by ATM/ATR kinases [21,22] was evident at 4h and sustained up to 48h following RD treatment, where the activated-ATM/ATR by RD was abrogated (Figure 3A). We also analyzed changes of protein phosphatase 2A (PP2A) and protein phosphatase 4 (PP4), which are implicated in dephosphorylating γH2AX [23,24]. After 24h treatment, RD caused increased PP2AC (catalytic subunit of PP2A), and PPP4C (catalytic subunit of PP4) (Figure 3E), indicating that H2AX remained phosphorylated in the presence of elevated PP2AC and PPP4C. Co-immunoprecipitation results showed that γH2AX was markedly noticeable with progressively decreased PP2AC or PPP4C in complexes immunoprecipitated by anti-γH2AX, anti-PP2AC or anti-PPP4C antibodies (Figure 3E), suggesting that impaired associations of γH2AX/ PP2AC/PPP4C by RD may, at least in part, contribute to the substantial accumulation of γH2AX.

Additionally, caffeine, an inhibitor of ATM/ATR signaling, almost completely abrogated the ability of RD to promote H2AX phosphorylation during treatment, which was accompanied with the significant reversal of RD-induced cell death (Figure 3F). Together, the data clearly demonstrated that ATM/ATR-mediated cascade pathways played a crucial role in response to RD-induced DNA damage, leading to the promotion of cells to enter lethal mitosis.

### RD inhibits NHEJ and HR in PC-3 cells

To determine the effects of RD on DSBs repair, we developed a cell-free DNA end-joining assay to evaluate the relative contribution of NHEJ in DNA end-joining [17]. Linearized plasmid pUC19 DNA by enzyme HincII was incubated with nuclear protein extracts, and end-joining activity was reflected by the appearance of linear dimers and multimers which were amplified by PCR with M13 primers flanking the end-joined junction (Figure 4A, 4B). After treatment with RD for 6h or 24h, NHEJ activity of the nuclear extract was markedly suppressed as indicated by appearance of a strong monomer band and correspondingly decreased multimer products, while dimer, trimer, and tetramer bands were evident in the control group (Figure 4B). As a positive control, NHEJ activity was also impaired by RD during incubation of the DNA substrate with Raji cell nuclear extract (Active Motif) under the same conditions (Figure 4B). In addition, incubation of linear DNA with blocking antibodies directed against Ku70 and Ku86 in nuclear proteins led to decreased multimer bands, similar to the observation in RD treatment (Figure 4B), providing evidence that Ku heterodimer Ku70/Ku86 are two of the important proteins in RD-mediated DSBs repair.

**Figure 4:**
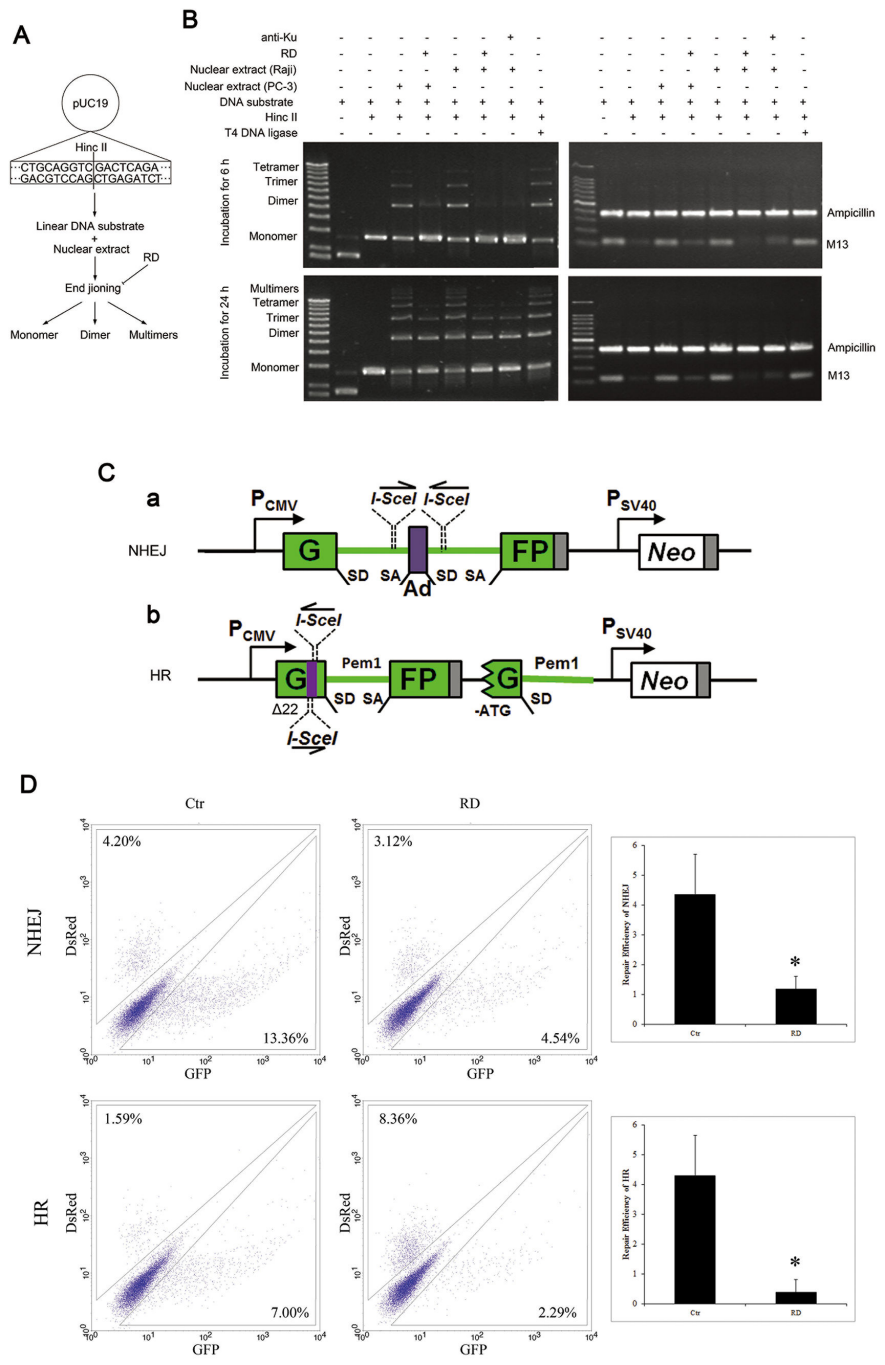
Effect of RD on activities of NHEJ and HR. *A*, Schematic diagram of the principle of DNA End-joining Assay. *B*, After being treated with RD, or with blocking antibodies Ku 70/86, the relative ability of NHEJ were determined. *C*, *a*, Schematic diagram of the principle of NHEJ assays. *b*, Schematic diagram on the principle of HR assays. *D*, The numbers of GFP^+^ and DsRed^+^ cells were determined by flow cytometry, and typical FACS traces are shown on the left. The ratio of GFP^+^ to DsRed^+^ cells was used as a measure of repair efficiency.

We went a further step to evaluate effects of RD on NHEJ and HR using *in vivo* assays as described by Dr. Gorbunova [25,26]. For detection of NHEJ activity, the reporter GFP will be produced when NHEJ is active to repair the DSBs induced by enzyme digestion (Figure 4C, a). For detection of HR, successful gene conversion events can reconstitute active GFP gene by repairing enzyme-produced DSBs (Figure 4C, b). After being treated with RD for 24h, PC-3 cells were co-transfected with enzyme I-SceI-digested reporter cassette of NHEJ or HR, and DsRed plasmid to normalize transfection efficiency. Repair of I-SceI-induced breaks will result in the appearance of GFP^+^ cells [26]. After transfection, cells were analyzed by flow cytometry, and the ratio between GFP^+^ and DsRed^+^ cells was used as a measure of HR or NHEJ efficiency. As shown in Figure 4D, the GFP signal significantly declined in either NHEJ or HR repair systems in cells treated with RD, indicating that DSBs repair was impaired in response to RD. Together, the data demonstrated that RD was able to inhibit NHEJ and HR, and suppressed DSBs repair in PC-3 cells.

### RD downregulates DNA repair proteins in PC-3 cells

Based on the observations above, we further clarified the role of Ku70/Ku86 in response to RD-induced DNA damage. After incubation of cells with RD for different time periods, Ku86 increased and peaked at 4h, then decreased rapidly up to 48h, while Ku70 remained unchanged until 12h and declined after that (Figure 5A). DNA end-binding activity of Ku70/Ku86 displayed that, compared with the untreated cells, the binding activities of both Ku70/Ku86 in treated cells were steadily enhanced up to 4h and then decreased during the rest of the exposure period (Figure 5B), consistent with the results in Figure 5A. Additionally, we confirmed the dose-dependent inhibitory effect of RD on the expression and binding activity of Ku70/Ku86 at 4h and 12h treatments (Figure 5C, 5D). Moreover, qPCR assays demonstrated that DNA repair associated *RPA1-3*, *XRCC5*, *XRCC6*, and *MSH6* were downregulated by RD (Figure 5E). Together, these observations indicated that RD impaired DNA repair in response to DNA damage.

**Figure 5:**
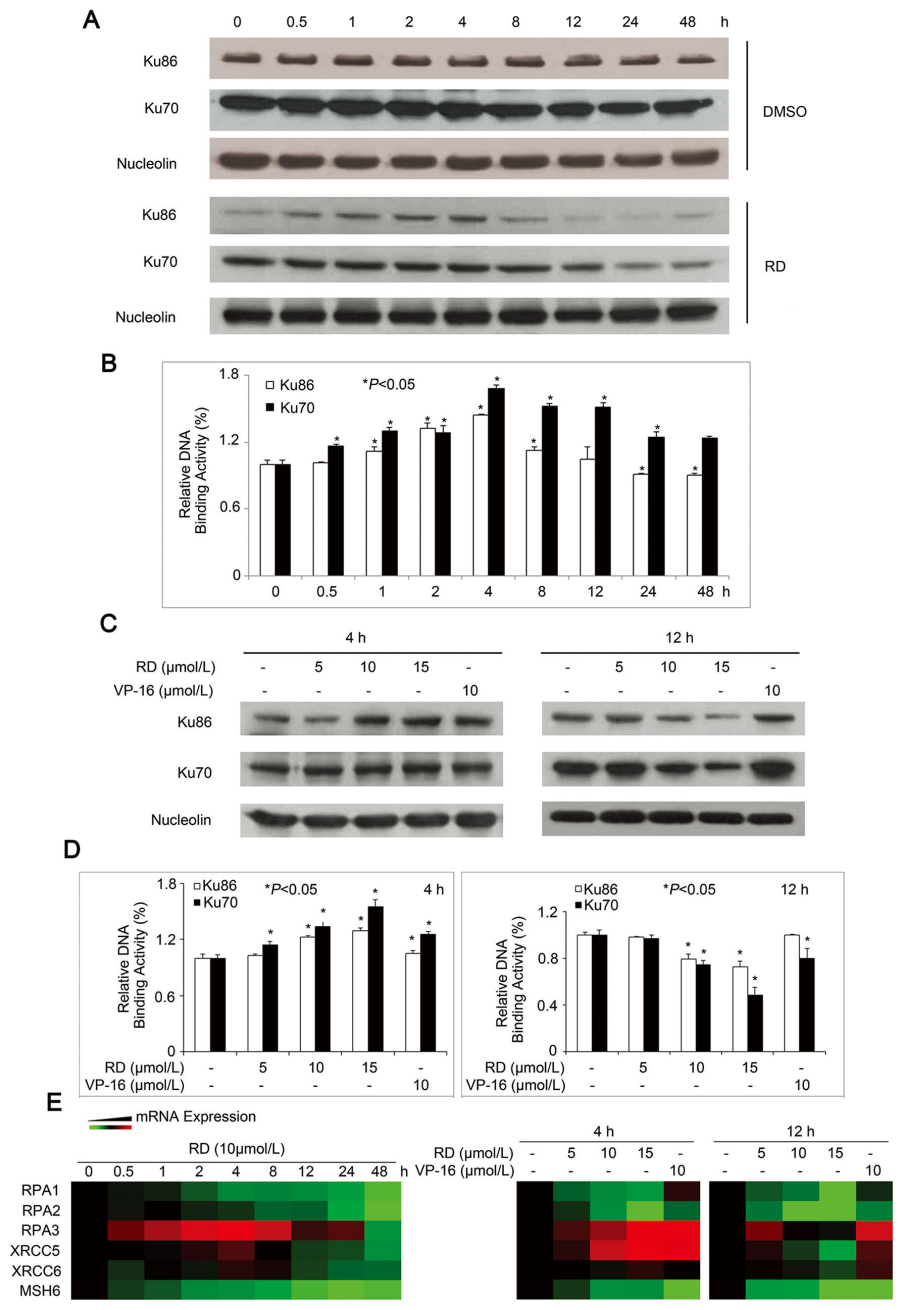
Effect of RD on DNA repair in PC-3 cells. *A* and *C*, Analysis of the expressions of Ku70 and Ku86 in nuclear proteins by western blot assay. *B* and *D*, Analysis of DNA end-binding activity of Ku70 or Ku86 in PC-3 cells exposed to RD. *, P < 0.05, significant difference from control. *E*, Heatmap for mRNA levels of DNA repair genes in RD-treated cells which were determined by real-time RT-PCR. Red: over-expression, green: under-expression, black: unchanged expression, gray: no detection.

### RD triggers apoptosis associated with the induction of DNA damage in PC-3 xenograft

To determine whether RD could induce tumor cell apoptosis via induction of DNA damage *in vivo*, as observed in cultured cells, human PC-3 xenografts were developed in male nude mice. Administration of RD had no significant effect on either initial or ﬁnal body weight in tumor-bearing mice compared to placebo group (Figure 6A). After 20d treatments, tumors arising from control animals resulted in killing of two animals during the experimental period, whereas tumors from RD-treated mice had an significantly smaller size (Figure 6B), indicating significant tumor growth inhibition by RD. Reduction of tumor mass in RD treated-mice was also observed (Figure 6C). Changes of molecular markers associated with DNA damage in treated mice displayed that RD caused DNA-damage response via ATM/ATR-mediated signaling as evidenced by substantial accumulation of γH2AX, abrogation of phosphor-BRCA1, and Ku70/ Ku86 abundance (Figure 6D and 6E), consistent with the results in culture cells. Meanwhile, RD-mediated alterations in the expressions of the PP2A family members were similar to the observations shown in culture cells. Additionally, compared with placebo control, abrogation of Bcl-2, accumulation of Bax, and cleavage of PARP were evident in RD-treated mice (Figure 6D). TUNEL assay also supported the observations that apoptotic cells were pronounced in RD-treated mice (Figure 6F a and b). The data demonstrated that RD triggered DNA damage and impaired repair proteins, leading to apoptotic cell death, which contributed to its antitumor effect.

**Figure 6:**
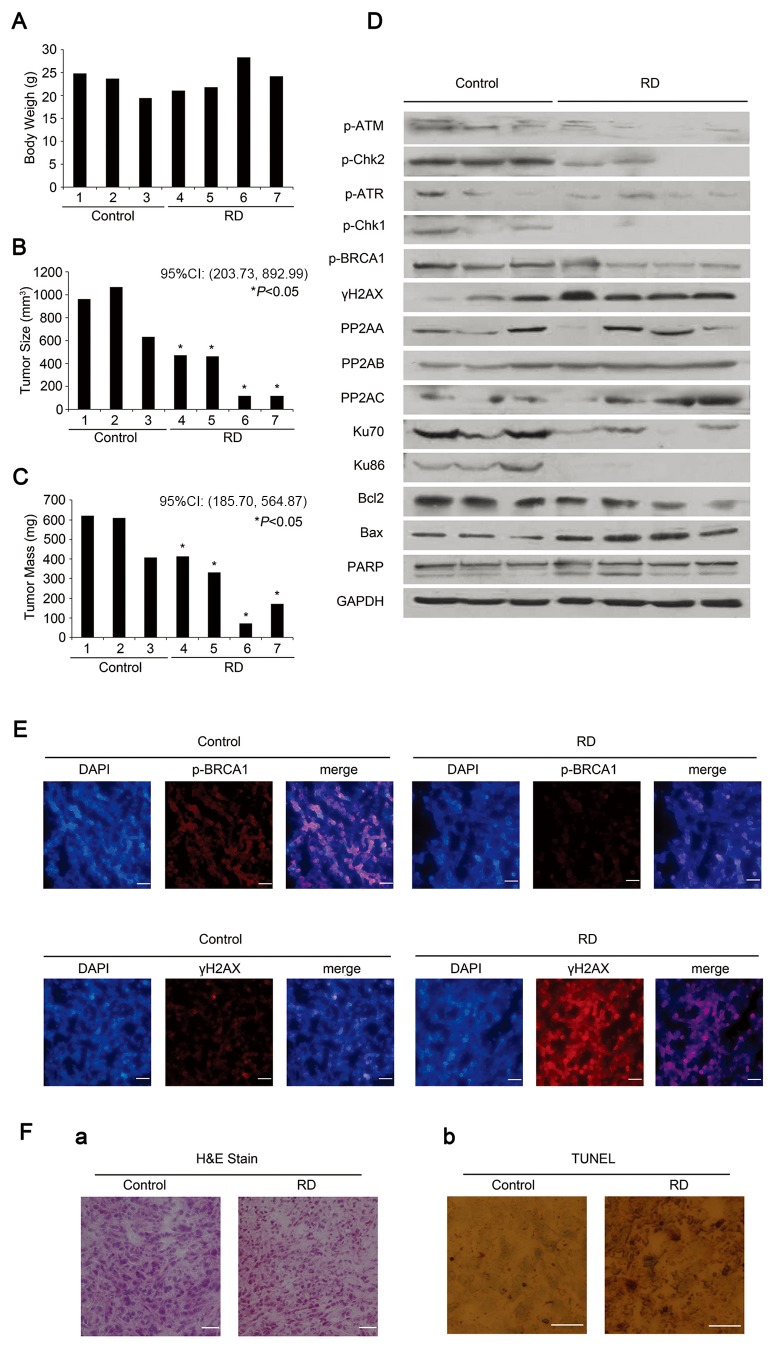
RD inhibits tumor growth in xenograft mice. *A*-*C*, Effect of RD on tumor growth and body weight of nude mice. *D*, western blot analysis of DNA damage and repair, and apoptosis proteins from tumor tissues. *E*, immunofluorescence staining of p-BRCA1 and γH2AX in RD-treated and placebo tissues. Nuclei were stained with DAPI. Scale bars, 100 µm. *F*, *a*, H&E staining of tissues from RD- and placebo-treated nude mice. *b*, Tissues were fixed and stained by TUNEL followed by DAB staining. Nuclei were counterstained with methyl green. Brown stain around green nuclei indicates apoptotic cells.

## Discussion

Here we presented for the first time that RD induced cell cycle arrest at G2/M phase and apoptosis, and that one of the plausible mechanisms accounting for its antitumor activity occurred through the activation of ATM/ATR-dependent DNA damage response and inhibition of NHEJ and HR repair, subsequently leading cells to enter mitotic cell death.

In response to DNA-damaging agents, the checkpoint functions of Chk1 and Chk2 are activated by ATR/ATM signaling [27,28]. Our data demonstrated that RD predominantly initiated the activation of ATM at an early time with subsequent onset of a robust activation of ATR after the phosphor-ATM dropped down during treatment, leading to changes in the phosphor-Chk1^Ser296^ and phosphor-Chk2^Thr68^ correspondingly. This suggests that RD may initially cause DSBs, and its prolonged exposure resulted in bulky DNA lesions, including SSBs and other lesions that contribute to its cytotoxicity. Regarding whether DNA damage agents can activate ATM or ATR or both, it would depend on the type of agents and cell types with different cellular contexts. For example, VP-16 elicits primarily ATR activation [29,30], however, camptothecin activates either ATM or ATR in DNA damage events in different cancer cell lines [14], to some extent, was similar to RD in PCa cells. The detailed mechanism by which differential activation of ATM/ATR by RD also remains to be clarified in the future investigation.

Activation of ATM/ATR can be specifically analyzed by detection of γH2AX. In response to RD, the appearance of long-lasting γH2AX was evident even though ATM/ATR levels significantly decreased after prolonged treatment. This could be the combined result of a persistent cell cycle arrest in the absence of efficient DNA repair. Defect in the repair of DNA damage has been observed in PCa cells, resulting in malignant cells with a weak capacity for DNA repair [31,32]. Each type of DNA damage elicits a specific cellular repair response [33]. RPA proteins bind directly to single stranded DNA where it organizes and protects ssDNA during DNA replication, recombination and repair. Ku protein heterodimer Ku70/86 is critical for the repair of dsDNA breaks. The G/T binding protein (MSH6) is a mismatch repair (MMR) protein which specifically recognizes mismatched G/T base pairs in dsDNA where it triggers excision and repair. We found RD exhibited extensive inhibitory effects on these DNA repair proteins/enzymes (Figure 5E). However, XRCC5, also known as Ku86, is activated after very short-term RD treatment and then dropped down significantly during long exposure both at mRNA and protein levels, suggesting that RD may have a regulatory effect on the expression of XRCC5 at transcriptional level, and need to be investigated. Unlike other DNA repair enzymes which had been continuously suppressed, activation of RPA3 mRNA was observed at 0.5h after RD-treatment and persisted up to 24h, suggesting that both DSB- and SSB-associated mechanisms were involved in RD-triggered DNA damage in PC-3 cells, and stalled replication forks and bulky lesions may also occur. It has been demonstrated that the ATRIP–RPA–ssDNA interaction is essential for ATR activation [34]. In our study, the pattern of changes of RPA3 was similar to that of ATR, as indicated that strong phosphorylation levels of ATR were also increased at 0.5h and became robust for up to 24h RD-treatment, suggesting that the activation of ATR in response to RD was, at least in part, related to the expression of RPA3. Identification of the roles of RPA3 and XRCC5 in RD-triggered DNA damage remains to be addressed in future study.

In response to DNA damage, cells with damaged DNA could undergo apoptosis if damaged-DNA is hardly to be repaired. An exciting finding of our study is that RD inhibited DNA repair in addition to DNA damage induction, and induced apoptosis in PCa cells *in vitro* and *in vivo*.

In conclusion, this study presented a mechanistic basis for antitumor effect of RD in PCa cell and animal models through induction of DNA damage, inhibition of DNA repair activity, and G2/M phase arrest involving ATM/ATR/Chk1/2 pathways. This finding provides the foundation for the use of RD as a chemotheraputic candidate.

## Supporting Information

Table S1 **Gene expression changes in PC-3 cells treated with 10 µmol/L Riccardin D for 24h.**
(DOCX) Click here for additional data file.

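Table S1 names 66 probe sets with a function, a regulation and a change for each. The regulation is I for increase, D for down and MD for moderate down, and the change reads as a ratio of RD to control, although how it was computed from the arrays is not given in the sources used here. Each of these probe sets was looked up in the deposited signals, and the RD signal was divided by the control signal. In all 66 the ratio lay on the side of 1 that the table gives, 24 above and 42 below. The ratio was within 1.5-fold of the table's change in 63 of the 65 probe sets whose change is above 0. By the rule of size, 10 of the 66 were higher, 23 were lower (21 at their bound) and 33 differed less than 2-fold. The 9 probe sets under damaged-DNA binding all had a ratio below 1, and 6 of them were counted as lower (5 at their bound). Double-strand break repair held 13 probe sets, of which 5 were at least 2-fold lower and 1 was higher. Cell cycle arrest held 11, with 3 lower (2 at their bound) and 2 higher. Of these, DDIT3, which encodes the stress transcription factor CHOP, had a signal of 1838.1 in control cells and 14414.3 in RD-treated cells (7.84-fold higher), and CDC25A was at least 1.96-fold lower by the probe set of the table, whose RD signal of 12.2 was under the floor. Apoptosis held 4 probe sets. PPP1R15A (GADD34) was 9.45-fold higher (6.10-fold by its brightest probe set), GADD45A was 4.98-fold higher and DDIT4 was 3.36-fold higher, while AIFM1 was at 0.834 of control. The median log2 difference over the mismatch repair class was 0.34, the only other class with a median above 0.
In 20 cases the table's probe set was not the brightest of its gene. With the brightest probe set instead, 59 of 61 genes kept the table's direction, and NBN (0.895 in place of 1.41) and HUS1 (0.952 in place of 1.81) did not. The probe set that the table calls TREX2 is named HAUS7 here and was judged under that name, at 0.436 of control.

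**Figure D5:**
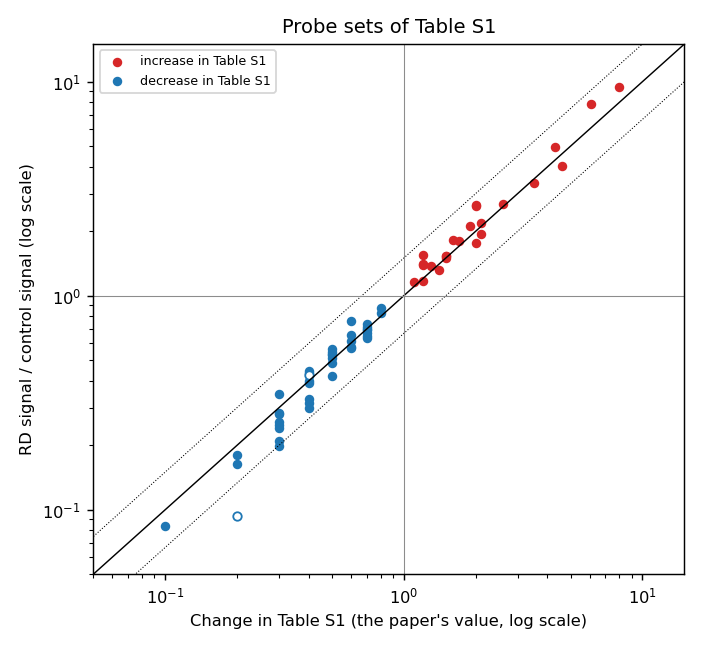
Ratio of RD signal to control signal in the deposited values (vertical, log scale) against the change printed in Table S1 (horizontal, log scale, the paper's values) for the 65 probe sets with a change above 0. The solid line is equality, dotted lines are 1.5-fold either way, and open circles have a signal under the floor. Red points (increase in the table) lie above a ratio of 1 and blue points (down or moderate down) lie below it.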

How the deposited data were processed for this re-analysis (not part of the article)

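Gene expression was measured in PC-3 cells exposed to 10 µmol/L RD for 24 h and in control PC-3 cells. Each condition had 1 Affymetrix HG-U133 Plus 2.0 array. The control is taken as given the DMSO vehicle, which the treatment protocol names, although its source name reads untreated. The authors deposited intensities on a linear scale, which are MAS5 signals according to the submitters' processing notes. The MAS5 version and the scaling target are not given in the sources used here. The means without the highest and lowest 2% of probe sets, 495.8 and 495.9, show that both arrays had been scaled alike. MAS5 subtracts mismatch probe signals, so signals under the floor are noisy and their ratios can be very large. The values hold no detection calls and no spike-in control probe sets, so the scatter of spike controls that had been planned could not be computed.

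From the deposited signals, log2 differences (RD minus control) were computed with no offset and no further scaling. The floor was the median of all signals over both arrays, 66.9, which 27157 of 54613 probe sets reached on the control array and 27480 on the RD array. A probe set or gene was called higher or lower when the log2 difference was at least 1 in size and the higher signal reached the floor. Genes were named through the platform annotation and the RefSeq gene table of GRCh38.p14, which changed no symbol. No coordinates are printed, because no genome build applies to the values. Probe sets with several genes stood for none, and the brightest probe set by mean log2 signal stood for its gene. Some genes are not reported here.

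No test of the treatment was made, since there was 1 array per condition and any difference between the cultures follows the treatment. In place of a replicate error, the SD of log2 differences between probe sets of a gene was computed, over genes with at least 2 probe sets. It was 0.76 at the floor, where 132 of 6518 genes had 1 probe set at least 2-fold higher and another at least 2-fold lower, and 0.34 at the 75th percentile, where 4 of 3382 genes did. Over 187 probe sets of 103 genes of unrelated specialised tissues, most of them under the floor, the SD was 1.71. Each gene list was described by its counts and by the place of its median among 10000 random lists of the same size, matched on mean signal in 20 bins.

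The sample mapping, the rule of size, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. The values of Table S1, Fig. 1D and Fig. 5E had been seen by then. The text names the genes the study measured, the 10 genes with the largest difference of deposited signals in each direction among those with a signal at or above the 75th percentile (377.4), up to 2 members at each end of a list, and the probe sets of Table S1 whose ratio here differed by more than 1.5-fold. Genes named outside this rule were chosen after their values were seen, namely the further 2-fold members of short lists, the Table S1 apoptosis probe sets, DDIT3, NBN and HUS1 by their Table S1 probe sets, and CDKN1A. The alternatives were centring on the median, quantile normalization, an offset of 17.1 (the 25th percentile), the median over the probe sets of a gene, only probe sets without the suffixes that mark shared sequence, no floor, a floor at the 75th percentile, a floor of 84.1 (the 90th percentile of signals of the specialised-tissue genes), and thresholds of 1.5-fold and 3-fold. After the data were examined, 3 were added, namely raising signals under the floor to the floor, leaving the genes of Table S1 out of the ATF4 and CHOP list, and applying the offset to the ratios of Table S1.

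The scripts were tested on simulated data in which 50 genes for each of 4 sizes were shifted in a copy of the control array to which noise with an SD of 0.3 on the log2 scale was added. Of the genes shifted by 1.5 on the log2 scale, 98% were called, and of those shifted by 2.5, -1.5 and -2.5, 100% were called. Of 12118 genes left unshifted, 13 were called. The added noise was smaller than the SD of 0.76 between probe sets of a gene at the floor. This count therefore does not estimate false calls among dim genes. Of 200 unshifted lists, 5 lay outside the central 95% of random lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.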

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

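The comparison of the median of all genes with the ATF4 and CHOP list and the comparison with an accumulation of cells in G2/M were chosen after the results were seen, as was the limit of 10 random lists used to single out the lists named here. Of 17 gene lists outside the topics of the paper, 8 had a median that at most 10 of 10000 random lists reached. The median log2 difference was 1.32 for ATF4 and CHOP stress response genes, 1.29 for endoplasmic reticulum chaperone and XBP1 genes, 1.14 for NF-kB and inflammatory cytokine genes, 0.91 for NRF2 target genes (0.67 with signals under the floor raised to it) and 0.78 for immediate early genes. It was -1.12 for sterol synthesis and uptake genes, -1.11 for fatty acid synthesis genes and -0.60 for mitochondrial respiratory chain genes. The paper does not report on these groups, apart from single genes of the ATF4 and CHOP list in Table S1.

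Of 30 ATF4 and CHOP stress response genes at or above the floor, 22 were at least 2-fold higher in RD-treated cells and none was lower. A difference in array scaling would move all genes alike, and the median over 12818 genes was -0.0022. Both arrays had already been scaled to a common mean, so a small median was largely set beforehand. It shows only that no common shift remained in the deposited signals. Noise of dim probe sets would leave the bright members unmoved, but the 27 members with both signals at or above the 75th percentile had a median of 1.33, with 21 higher and none lower. Without the 4 genes that Table S1 already names, 18 of 26 members were higher and the median was 1.25. A difference between the cultures other than RD, such as nutrient supply or density, cannot be told apart from RD with 1 array per condition, so a stress response to RD stays a hypothesis.

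Mitosis and replication genes were lower together. Over the 82 members of both lists with both signals at or above the 75th percentile, the median was -1.36 and 61 were at least 2-fold lower, against 1 higher, which argues against noise of dim probe sets. The paper reports by flow cytometry that cells accumulated in G2/M, and more cells in G2/M with unchanged transcripts per cell would put the mitosis and G2/M list at or above 0. The list had a median of -1.33 (2 standard errors of 0.27, taken over its 53 genes). On these arrays, a larger G2/M share by itself would therefore not account for these signals. The error treats genes as independent and leaves out differences between cultures. Whether the 2 cultures also differed in density or growth cannot be told apart from RD with 1 array per condition.

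Several of the largest differences upward started from a control signal under the floor. If they came from cross-hybridisation or noise of single probe sets, further probe sets of the same genes should not be higher. Of 12 genes at least 3-fold higher with such a control signal and an RD signal at or above the 75th percentile, 4 had a further probe set at or above the floor. The median log2 difference of these was 2.32, with 2 of the 4 at least 2-fold higher. Its 2 standard errors of 2.87, taken over the 4 genes, leave the question open. Of 147 genes at least 3-fold higher with a control signal at or above the 75th percentile, 99 had a further probe set, with a median of 1.75, and 82 of these were at least 2-fold higher.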

How the results depend on the processing

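The alternatives of raising signals under the floor, of leaving out the genes of Table S1 and of the offset in the ratios of Table S1 were added after the data were examined. The counts of 1551 genes higher and 1707 lower depend on the floor and the threshold. They were 3321 and 3566 with no floor, 802 and 881 with a floor at the 75th percentile, 2925 and 3169 at 1.5-fold, and 668 and 775 at 3-fold. They were 1056 and 1167 with signals under the floor raised to it, and under the other alternatives they ranged from 1271 to 1505 higher and from 1390 to 1810 lower. Counted over the 30507 probe sets at or above the floor instead of genes, 4335 were higher and 3959 lower. The balance of higher and lower therefore depends on counting genes or probe sets. No list in the outer 2.5% of random lists at either end changed sign under any alternative. Centring and quantile normalization moved no list median by as much as 1 SD of its random lists. With only probe sets without shared-sequence suffixes, the median was -1.24 for homologous recombination, 0.065 for non-homologous end joining, -0.50 for mismatch repair, -0.38 for Fanconi anaemia, -0.44 for checkpoint signalling, -0.57 for glycolysis and hypoxia, -0.023 for autophagy and lysosome, 2.35 for the metallothionein list (MTF1 and SLC30A1 left) and -0.27 for spindle and microtubule genes. With the median over probe sets, it was -0.28 for Fanconi anaemia, 1.47 for ATF4 and CHOP, -0.57 for glycolysis and hypoxia, 0.36 for anti-apoptotic, -0.17 for protein phosphatase 2A and 4, and 0.61 for metallothionein genes. With a floor at the 75th percentile, it was 0.70 for NRF2 targets, 1.46 for NF-kB and cytokine genes, 0.83 for androgen receptor and prostate genes (1 gene left), 0.38 for mesenchymal and -0.68 for specialised-tissue genes. It was 0.80 for NF-kB and cytokine genes with no floor and 0.67 for NRF2 targets with signals under the floor raised. The cause was not tested, apart from the fewer genes that stricter choices leave. Blood cell genes had no member left at the 75th percentile and give no value there. All 66 probe sets of Table S1 kept its direction under centring, quantile normalization and the offset, and 59 of 61 genes did with the brightest probe set. No paired analysis was possible because each condition had 1 array. Signal over background limits the dim genes, whose probe sets differed with an SD of 0.76 against 0.34 for bright ones.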

Differences from the paper's values

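Of the 65 changes in Table S1 above 0, 63 lay within 1.5-fold of the ratio in the deposited signals, taken as printed. The others were those of RAD54L and CDC25A, and only RAD54L had both signals at or above the floor. For RAD54L the paper's change is 0.3, and the ratio of RD to control here was 0.198, a gap just over 1.5-fold that some values rounding to 0.3 would not show. The ratio was 0.193 with centring on the median, 0.192 with quantile normalization and 0.198 with the brightest probe set, so none of the alternatives set for Table S1 before the data were examined brought it within 1.5-fold. An offset of 17.1 on both signals, set beforehand for named genes but applied to Table S1 only after the values were seen, gave 0.233, which is within 1.5-fold, and left all 65 probe sets with a change above 0 within 1.5-fold. How the change in Table S1 was computed is not given in the sources used here, so it may not be the ratio of the 2 deposited signals. For CDC25A the paper's change is 0.2 and for XRCC3 it is 0.0, and the ratios here were 0.0931 and 0.0638, but both RD signals were under the floor, so the measured difference is at least 1.96-fold and at least 1.73-fold, which does not differ from the paper's.

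With the brightest probe set in place of the table's, the ratio of CDC25A was 0.458 against the paper's 0.2, on the other side of the change from that of the table's probe set. Further genes whose own probe set in the table gave a ratio within 1.5-fold lay outside it by the brightest one. These were MRE11A (0.781 against the paper's 0.4), ERCC1 (0.460 against the paper's 0.3), ERCC2 (0.368 against the paper's 0.6), GTSE1 (0.638 against the paper's 0.3) and HUS1 (0.952 against the paper's 1.6).

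The Discussion states that RPA3 mRNA stayed activated up to 24 h by qPCR while the Results count RPA1 to RPA3 among the genes that RD lowered. On the array at 24 h the RPA3 signal was 11658.9 in control cells and 3317 in RD-treated cells, a ratio of 0.285, and Table S1 also lists RPA3 as down. The other 5 repair genes of that panel were lower on the array as well, in the direction the paper gives.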

Other observations

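RD-treated cells had higher signals for genes of the integrated stress response and the unfolded protein response. ATF3 was 11.5-fold higher and DDIT3 (CHOP) 7.84-fold, while PSPH was at 1.09 and JDP2 at 0.649 of control. All 21 endoplasmic reticulum chaperone and XBP1 genes had a higher signal and 13 were at least 2-fold higher, with the stress sensor ERN1 (IRE1) at 7.81-fold and the co-chaperone DNAJB9 at 6.77-fold. Of 13 heat shock genes 3 were higher, HSPA6 by at least 4.49-fold, CRYAB by at least 1.72-fold only and BAG3 by 2.12-fold, and the median log2 difference of the list was 0.18. Of 18 NRF2 target genes 9 were higher (8 at their bound), with OSGIN1 at least 6.52-fold and HMOX1 (heme oxygenase 1) 7.75-fold higher, while NQO1 was at 0.917 of control. Of 18 NF-kB and inflammatory cytokine genes 10 were higher, with the chemokines CXCL2 at 11.5-fold and CXCL3 at 10.9-fold, and CCL2 was at least 2.79-fold lower. Of 18 immediate early genes 7 were higher, with FOSB at least 3.13-fold. Of 29 autophagy and lysosome genes 5 were higher and 2 lower, with GABARAPL1 8.17-fold and SQSTM1 (p62) 3.32-fold higher.

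Genes of lipid synthesis and of the respiratory chain had lower signals. All 18 sterol synthesis and uptake genes had a lower signal and 11 were at least 2-fold lower, with EBP at 4.95-fold and ACAT2 at 3.97-fold. Of 10 fatty acid synthesis genes 7 were lower, with ACSS2 at 6.07-fold and FASN at 3.10-fold, and ME1, which is also an NRF2 target, was at 1.63 of control. All 31 respiratory chain genes had a lower signal, 4 of them at least 2-fold, led by NDUFB3 at 2.59-fold and NDUFA2 at 2.43-fold. Of 23 glycolysis and hypoxia genes 5 were lower and 1 was higher (HK2, 3.88-fold), with a median of -0.34.

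Genes with a signal at or above the 75th percentile were ranked by the difference of their deposited signals, so those given as at least N-fold owe their place to a signal under the floor. In this ranking the first 10 upward were TMEM71 (at least 14.3-fold), C11orf96 (at least 57.6-fold), KRT33A (at least 6.88-fold), THAP2 (42.8-fold), AADAC (at least 19.8-fold), DHRS2 (at least 12.3-fold), MMP10 (28.7-fold), BEX2 (24.4-fold), SLC30A1 (17.7-fold) and MMP3 (17.5-fold). They include the genes of the matrix metalloproteinases stromelysin 1 and 2, and SLC30A1, the zinc exporter ZnT1. A further probe set of SLC30A1 was 17.9-fold higher, one of DHRS2 at least 4.50-fold higher and one of C11orf96 at least 1.58-fold higher. The further probe sets of THAP2 disagreed, with one at least 5.34-fold higher and another at 0.875 of control, from a signal of 89.3. The first 10 downward were RGS4 (17.5-fold), TMEM191A (at least 6.17-fold), ASF1B (15.2-fold), WFDC21P (14.2-fold), SLC39A10 (13.8-fold), KIFC1, PPL (13.5-fold), TOP2A, MALL (13.1-fold) and PLAU (12.0-fold). By its bound KRT33A would stand below ATF3 (11.5-fold higher), and TMEM191A and KIFC1 would stand below GINS2 (11.5-fold lower), which are not among the 10. SLC39A10 encodes a zinc importer, so a zinc exporter gene and a zinc importer gene stand at opposite ends. The metallothionein list, which also holds SLC30A1 itself and the zinc sensor gene MTF1, had a median log2 difference of 0.34 over 8 members. No metallothionein gene in it reached 2-fold, with MT1F at 1.73, MT2A at 1.12 and MT1G at 1.02 of control.

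The arrays give the transcripts of proteins that the paper measured or named. Topoisomerase II, which the paper names as a target of RD in earlier work, topoisomerase I and NBN (NBS1) were not assayed as proteins. The gene of topoisomerase II alpha was 13.4-fold lower, while TOP2B was at 1.17 and TOP1 at 1.51 of control. The list of 8 topoisomerase genes had a median of 0.11, which turned to -0.085 with only probe sets without shared-sequence suffixes. PARP1 was at 0.401, H2AX at 0.448 and BRCA1 at 0.529 of control. CHEK1 was at 0.735, CHEK2 at 0.751, ATR at 1.03 and ATM at 1.95. Further probe sets of CHEK1 were at 0.725 and 0.533, while a dim one was at least 1.65-fold higher, from a control signal of 47.6. NBN was at 0.895 by its brightest probe set, but at 1.41, 1.04 and 1.17 by its others at or above the floor. Its median over probe sets was 0.058 on the log2 scale. For the phosphatases that the paper found raised as proteins after 24 h, PPP4C was at 0.702, PPP2CA at 1.26 and PPP2CB at 1.36 of control, and the median over probe sets put PPP2CA at -0.19 and PPP2CB at -0.011 on the log2 scale. Of 18 protein phosphatase 2A and 4 genes, PPP4R3A was 2.32-fold higher, PPP2R2B was at least 1.34-fold lower, and the median was 0.22. For the xenograft proteins Bax and Bcl-2, the transcripts in culture were at 0.652 (BAX) and 0.745 (BCL2) of control, the latter from a control signal of 182.7. The median over all 4 probe sets of BCL2, 2 of them under the floor on both arrays, was 0.36 on the log2 scale. The 16 genes of these measured or named proteins had 3 members at least 2-fold lower, none higher and a median of -0.42.

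Of 17 p53 target genes 2 were higher and 2 lower (1 at its bound), with GADD45A, which also responds to ATF4, at 4.98-fold and TNFRSF10B higher, PHLDA3 at least 1.69-fold lower and TP53INP1 2.12-fold lower. The median was -0.08, and CDKN1A (p21) was at 1.40 of control. Whether p53 functions in these cells is not stated in the paper and was not tested here. This list therefore does not speak for or against DNA damage. Of 16 CDK inhibitor and growth arrest genes 4 were higher (3 at their bound), with CDKN1C at least 4.21-fold. Their median was 0.14, and -0.08 over all probe sets of each gene. Of 15 interferon response genes 3 were higher and 2 lower, and the median was 0.22, or -0.0013 with no floor. Of 19 ribosome biogenesis genes RRP12 was 2.95-fold higher and the median was 0.09. Of 8 replication-dependent histone genes H4C8 was 3.29-fold higher, H1-2 was 2.24-fold lower and the median was -0.13. Of 22 housekeeping genes 3 were lower (GPI, SNRPD3 and HPRT1) and the median was -0.28.

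Markers of epithelial, prostate and other cell types and tissues reached the floor to different extents. Of the 14 blood cell genes named, 5 reached the floor on at least 1 array, and the median log2 difference was -0.36 (-0.34 with signals under the floor raised to it). Of 10 endothelial genes 4 did (median -0.57), of 20 mesenchymal genes 11 did (median -0.19, and -0.04 raised to the floor), and of 15 epithelial genes 5 did (median 0.59, with KRT7 2.25-fold lower and TJP1 2.04-fold higher). Of 14 androgen receptor and prostate genes 9 did (median -0.16, and -0.07 raised to the floor). Of 103 genes of unrelated specialised tissues 27 did, with 3 higher and 4 lower (1 and 1 at their bound) and a median of -0.18, which was -0.13 with signals under the floor raised.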
